# The DEK oncoprotein binds to highly and ubiquitously expressed genes with a dual role in their transcriptional regulation

**DOI:** 10.1186/1476-4598-13-215

**Published:** 2014-09-12

**Authors:** Carl Sandén, Linnea Järvstråt, Andreas Lennartsson, Per Ludvik Brattås, Björn Nilsson, Urban Gullberg

**Keywords:** DEK, DEK-NUP214, ChIP-seq, shRNA, Gene expression, Euchromatin, Heterochromatin, Histone modifications, RNA polymerase II

## Abstract

**Background:**

The DEK gene is highly expressed in a wide range of cancer cells, and a recurrent translocation partner in acute myeloid leukemia. While DEK has been identified as one of the most abundant proteins in human chromatin, its function and binding properties are not fully understood.

**Methods:**

We performed ChIP-seq analysis in the myeloid cell line U937 and coupled it with epigenetic and gene expression analysis to explore the genome-wide binding pattern of DEK and its role in gene regulation.

**Results:**

We show that DEK preferentially binds to open chromatin, with a low degree of DNA methylation and scarce in the heterochromatin marker H3K9me^3^ but rich in the euchromatin marks H3K4me^2/3^, H3K27ac and H3K9ac. More specifically, DEK binding is predominantly located at the transcription start sites of highly transcribed genes and a comparative analysis with previously established transcription factor binding patterns shows a similarity with that of RNA polymerase II. Further bioinformatic analysis demonstrates that DEK mainly binds to genes that are ubiquitously expressed across tissues. The functional significance of DEK binding was demonstrated by knockdown of DEK by shRNA, resulting in both significant upregulation and downregulation of DEK-bound genes.

**Conclusions:**

We find that DEK binds to transcription start sites with a dual role in activation and repression of highly and ubiquitously expressed genes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1476-4598-13-215) contains supplementary material, which is available to authorized users.

## Introduction

The DEK oncogene is highly expressed in many types of cancers, including breast, ovarian, bladder, colon, and skin cancer as well as acute myeloid leukemia [1–3]. High DEK expression is also associated with advanced disease and poor prognosis [4–6]. No mutations have been reported and upregulation may occur through copy gains [7] or transcriptional activation by upstream regulators such as E2F-1 [1], NF-Y [8], YY-1 [8] and ERα [9]. The DEK gene is also part of the t(6;9) chromosomal translocation resulting in the DEK-NUP214 fusion gene, which is found in 1% of acute myeloid leukemias and promotes cellular proliferation and transformation [10, 11].

What is known of the role of DEK in cancer biology is multifaceted. The expression is generally high in rapidly proliferating cells and knockdown of DEK by shRNA reduces the proliferation of cell lines from several tissues [1, 12]. Inhibition of DEK is sufficient to drive melanoma cells into senescence whereas overexpression prolongs cellular lifespan [13, 14]. In several cell types, DEK expression is reduced during cellular differentiation and depletion of DEK promotes the differentiation of both cell lines and primary cells [15, 16]. Conversely, overexpression of DEK causes a shift in keratinocytes from a differentiated to a proliferative state [16]. Many studies have also implicated DEK in apoptosis, although with differing roles depending on the cellular context. In HeLa cells, DEK depletion leads to apoptosis through p53 stabilization, whereas knockdown of DEK in melanoma cells causes downregulation of the anti-apoptotic protein MCL-1 [2, 17]. Reduced expression of DEK has also been shown to increase the sensitivity to apoptotic agents [18]. DEK is thus implicated in several essential oncogenic mechanisms, including both proliferation, differentiation and apoptosis.

Consistent with a role in these processes, DEK contributes to cellular transformation. This has been most strikingly demonstrated in keratinocytes, where cells overexpressing DEK in addition to the *HRAS*, HPV E6 and E7 oncogenes display increased potential to form colonies in soft agar and tumors when transplanted into mice. The transformed cells are more sensitive to depletion of DEK than the surrounding normal tissue, raising the possibility of oncogene addiction and DEK as a drug target. This notion is further supported by the finding that DEK knockout mice are less prone to develop tumors when challenged with carcinogens [19].

DEK is a structurally unique and highly conserved protein with emerging roles in epigenetic and transcriptional regulation. The DEK protein changes chromatin topology by introducing positive supercoils and assembles DNA and histones into chromatin [20, 21]. It has also been shown to sustain the levels of the repressive histone mark H3K9me^3^ and inhibit several activating histone acetyl transferases [22, 23]. Concordantly, DEK has been deemed essential for the preservation of transcriptionally inactive heterochromatin [22]. However, immunofluorescent imaging as well as immunoprecipitation shows accumulation of DEK in regions of transcriptionally active euchromatin [20, 24]. The reported roles of DEK in transcriptional regulation are similarly paradoxical. DEK counteracts transcriptional activation by SET, NFκB, P/CAF and p300 and is found in a repression complex with Daxx [23, 25–27]. But it is also a coactivator of U2AF and the *Drosophila* ecdysone receptor, enhances the transcriptional activity of AP-2α and C/EBPα, and accumulates during transcriptional activation of the CR2 gene [20, 28–31]. To investigate the seemingly conflicting reports on the geography of DEK binding and its role in gene regulation, we performed a genome-wide analysis of global DEK binding by ChIP-seq and knocked down DEK with shRNA to analyze changes in gene expression. We find that DEK binds to transcription start sites of highly and ubiquitously transcribed genes and that DEK binding can serve to either promote or repress transcription.

## Results

### DEK binds close to the transcription start site

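The U937 cell line is an established human myeloid line that grows in suspension. In chromatin immunoprecipitation the protein is crosslinked to DNA, the chromatin is sheared and the fragments held by an antibody are sequenced, so that stretches with many fragments (peaks) mark binding sites. The labels list 2 precipitations with the DEK antibody, 2 samples of non-precipitated chromatin and 2 precipitations with an H3K4me3 antibody, and the files analysed here are the peak lists of the 2 DEK precipitations. The authors aligned the reads to hg19 with Bowtie 2 and called peaks in each precipitation separately with MACS 1.4.1 at default parameters, and for every peak the deposited lists give the position, the number of tags, a score of 10 times the negative log10 of the p-value, the fold enrichment and a false discovery rate in percent. Total reads per sample are not in these lists, so the depth is unknown here. The tags in peaks are given instead, and their sum also depends on the length of the list. Replicate 1 had 15017 peaks that held 988363 tags, with a median of 47 tags per peak (18 to 3940). Replicate 2 had 152779 peaks, 10.2 times as many, that held 4172422 tags with a median of 20 per peak (12 to 4932). The median score was 68.8 in replicate 1 and 78.3 in replicate 2, and the median fold enrichment was 5.57 and 4.58. The false discovery rate was 100% for every peak of replicate 1, while it lay between 0.74% and 16.67% in replicate 2. Peaks of the 2 lists were compared by position, counting every overlap of at least 1 bp as a shared interval, and annotated with GENCODE release 44 on GRCh37, whose chromosomes 1 to 22, X and Y have the sequence of hg19.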

For a genome-wide analysis of DEK binding, we performed chromatin immunoprecipitation of DEK in the U937 cell line followed by high-throughput sequencing (ChIP-seq). We identified 4581 peaks of DEK binding, determined as overlapping peaks in two independent precipitations (Additional file 1: Table S1). 

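Intersecting the 2 deposited lists at an overlap of at least 1 bp gave 4453 shared intervals, of which 4435 lay on chromosomes 1 to 22, X and Y. They came from 4111 peaks of replicate 1, or 27.4% of its list (95% Wilson interval 26.7% to 28.1%), and from 4437 peaks of replicate 2, or 2.90% of its list (2.82% to 2.99%). When the replicate 1 peaks were placed at random on their own chromosomes in 1000 shuffles, a mean of 1634 intervals overlapped replicate 2 (1491 to 1762), so that the observed number was 2.71 times the shuffled mean (permutation p = 0.001, the smallest that 1000 shuffles can give). In the shuffles 10.1% of the replicate 1 peaks met a replicate 2 peak. Shuffling within 1 Mb of each peak gave the lowest ratio among the alternatives, 1.85 (shuffled mean 2396). All 4434 distinct intervals of Table S1 were found among the shared intervals with the same chromosome, start and end. The scores of overlapping peaks had a Spearman correlation of 0.065 (permutation p = 2e-05) and a Pearson correlation of 0.129 (permutation p = 2.6e-04) over 4453 pairs; these are correlations across peaks, which are not independent replicates. Shared peaks had a higher median score than unshared peaks in replicate 1 (69.9 against 68.4, permutation p = 0.0147) and in replicate 2 (88.0 against 78.0, permutation p = 1e-05, the smallest that 100000 resamples can give). Among peaks matched in width the difference became -4.64 in replicate 1 (permutation p = 1e-05), and none was detectable in replicate 2 (-1.16, permutation p = 0.337). The number of shared intervals moved most when a score of at least 100 was required in both replicates, which left 526.

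**Figure D1:**
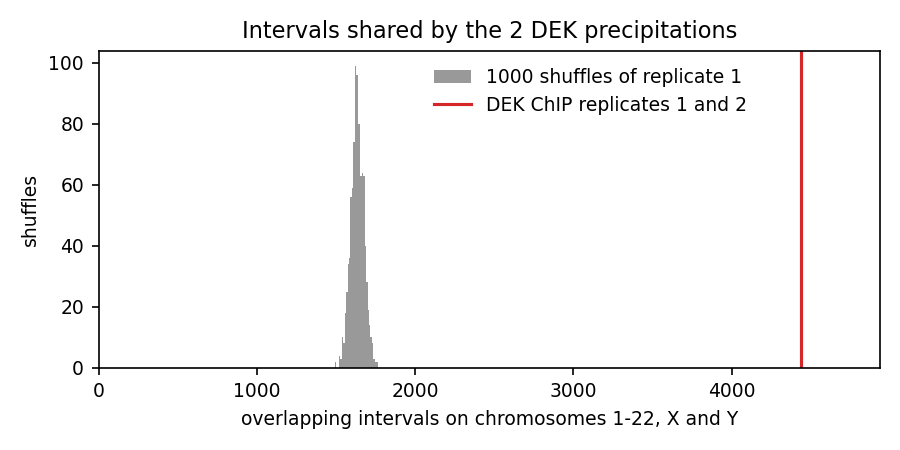
Number of shared intervals on chromosomes 1 to 22, X and Y (x axis) in 1000 shuffles of the replicate 1 peaks (grey bars, y axis: shuffles) and in the deposited lists (red line). The shuffles lie between 1491 and 1762 intervals, and the 2 precipitations shared 4435.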

The specificity of the immunoprecipitating antibody was verified by Western blot (Figure 1D). To determine the dispersion pattern of DEK throughout the genome, we calculated the distance from the middle of each DEK peak to the nearest transcription start site (TSS). 

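The distance to the nearest TSS was measured from the middle of each of the 4435 shared intervals on chromosomes 1 to 22, X and Y, using the TSSs of all annotated transcripts (220784 distinct positions). The middle lay within 1 kb of a TSS for 1161 intervals, or 26.2% (95% Wilson interval 24.9% to 27.5%). In 1000 draws of as many random genomic positions the mean was 6.94% and the highest share 8.09%, which made the observed share 3.77 times the random mean (permutation p = 0.001, the smallest that 1000 draws can give). Random positions matched in GC content had a mean of 16.6%, and the observed share was 1.58 times that mean. Of the 1161 intervals, 524 lay upstream and 637 downstream of the nearest TSS. By distance, 8.18% of the shared intervals lay within 100 bp of a TSS, 11.5% between 100 and 500 bp, 6.47% between 500 and 1000 bp and 5.70% farther away than 50000 bp. Peaks without a partner in the other replicate were within 1 kb of a TSS less often, at 12.9% in replicate 1 (12.3% to 13.5%) and 16.5% in replicate 2 (16.3% to 16.7%), and the 3 confidence intervals do not overlap. Leaving out the intervals with a sequence of very high copy number in the genome, an alternative chosen after seeing the data, moved the share most, to 40.1%; among the alternatives chosen beforehand it was lowest with the peaks of replicate 1 alone, at 16.4%. From the crowding of peaks around the TSS, the paper reasons that DEK binding accumulates there.

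**Figure D2:**
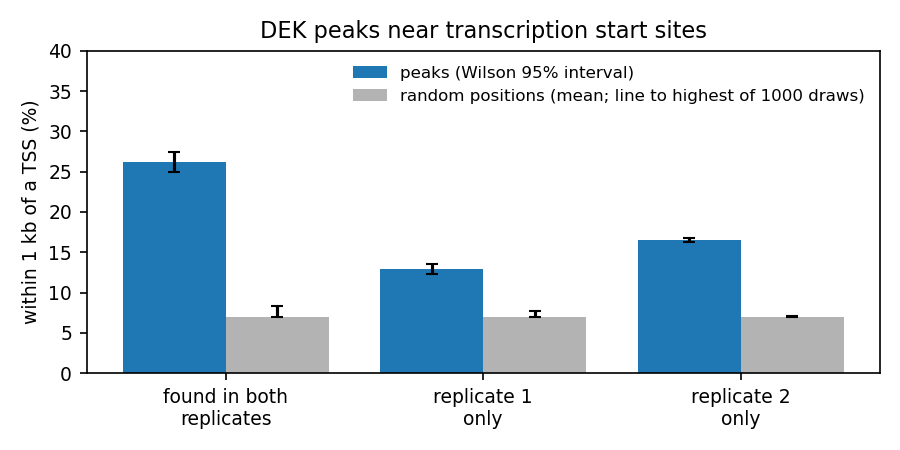
Share of peaks within 1 kb of a TSS (y axis, percent) for intervals found in both replicates and for peaks of replicate 1 or replicate 2 only (blue, with 95% Wilson intervals), beside as many random positions (grey, mean with a line to the highest of 1000 draws). The shares are 26.2%, 12.9% and 16.5%, against random means near 6.9% for positions not matched in GC content.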

The result shows a strong accumulation of DEK binding around the TSS (Figure 1A-B). 

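Each of the 4435 shared intervals was assigned by its middle to a genomic element, with promoters as the 2000 bp and enhancers as the 30000 bp upstream of a TSS as in the paper. Where definitions overlapped, a promoter came before the first exon, the first intron, other exons, other introns and enhancers; this order is not given in the paper. Promoters held 1007 intervals or 22.7% (95% Wilson interval 21.5% to 24.0%) and make up 7.09% of the genome, a ratio of 3.20 (exact binomial test, adjusted p = 7.52e-237). The first exon held 4.04% (3.50% to 4.66%) against 1.09% of the genome, a ratio of 3.71 (exact binomial test, adjusted p = 1.07e-47). Other exons held 3.54% against 2.24%, and the first intron 27.0% against 24.8%. Lower than in the genome were the shares of other introns (20.2% against 23.9%), enhancers (12.7% against 13.9%, exact binomial test, adjusted p = 0.0204) and intergenic sequence (9.72% against 27.0%). The enhancer share lay above the genome, however, with replicate 1 alone (14.6%), replicate 2 alone (15.2%) and protein-coding genes only (9.83% against 8.22%). All tests treat the intervals as independent, and p-values are adjusted over the 7 elements by the Benjamini-Hochberg method. The promoter share was most sensitive to the peak list, falling to 14.9% for the peaks of replicate 1 alone. The paper compares these elements with random genomic sequences, and reads from them that binding is enriched most in promoter regions.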

This was confirmed by analysis with the Nebula software, showing that the highest enrichment of binding occurs in promoter regions (Figure 1C).

**Figure 1:**
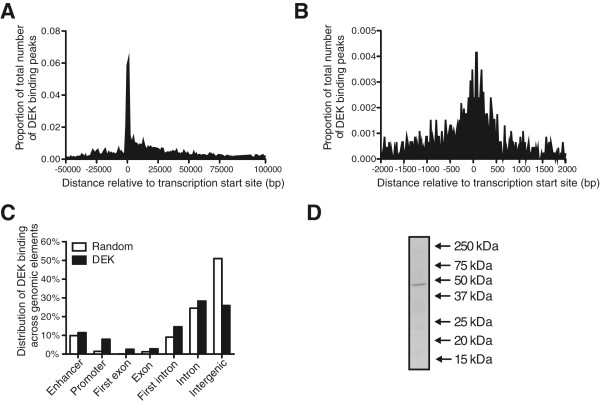
**DEK binding accumulates at transcription start sites.** Distribution of DEK binding peaks based on the distance to the transcription start sites of the bound genes, across 150000 bp **(A)** and 4000 bp **(B)**. **(C)** The types of genomic elements bound by DEK, with random genomic sequences as control. **(D)** Specificity of the ChIP-seq antibody, as demonstrated by Western blot of U937 cell lysate showing a distinct band of the expected size of the DEK protein, 43 kDa.

### DEK binds to highly and commonly expressed genes

To characterize the genes bound by DEK, we stratified them based on their expression levels. All the genes in the genome were assembled into groups of one thousand, from the most to the least expressed genes based on previously established expression levels in the U937 cell line, as determined by CAGE analysis [32]. For each group, we then calculated the proportion of genes that were bound by DEK. 

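With the boundary of 1 kb used here by the paper, 1382 of the 64449 annotated genes had a TSS within 1 kb of the middle of a shared interval, which is 2.14% of them. Protein-coding genes made up 884 of the 1382 (63.97%) and lncRNA genes 361 (26.1%). The 884 are 4.38% of the 20163 protein-coding genes. A boundary of 2 kb gave 1800 genes, and counting only the outermost TSS of each gene gave 1001. The number depended most on whether a peak had to be found in both precipitations, as the peaks of replicate 2 alone lay within 1 kb of the TSS of 20808 genes. The expression values by which the paper ranks the genes are not in the files analysed here. The paper keeps the genes with binding close to the TSS to leave out binding that it takes as less likely to matter for gene regulation. It adds that other boundaries, or none, gave similar results.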

To exclude DEK binding which is less likely to be relevant for gene regulation, we selected the genes to which DEK binds within 1 kb from the transcription start site but similar results were obtained using other or no boundaries. The result clearly demonstrates that DEK mainly binds to highly transcribed genes (Figure 2A). Furthermore, we divided all the DEK-bound genes into four groups based on their expression; no (CAGE 0), low (CAGE 0–10), intermediate (CAGE 10–100) and high (CAGE >100) expression. We then calculated the distances from each DEK binding site to the nearest transcription start site. Interestingly, the genes that were not expressed lacked the characteristic accumulation of DEK at the transcription start sites (Figure 2B). And for the expressed genes, higher expression correlated with higher accumulation of DEK (Figure 2C-E). The correlation between DEK binding and gene transcription was further substantiated by comparing the DEK binding pattern to those of previously characterized factors. We constructed an algorithm that scored and ranked the binding patterns from all 2642 ChIP-seq experiments in the Encode database based on their similarity with the DEK binding pattern (Additional file 2: Table S2). Strikingly, many of the most similar binding patterns represented ChIP-seq analyses of RNA polymerase II (POL2) binding, indicating active gene transcription. This was visualized by ranking the ChIP-seq experiments in Encode from most to least similar to DEK, with POL2 experiments represented by black bars (Figure 3A). The analysis clearly shows accumulation of POL2 experiments among the patterns most similar to that of DEK, with half of the 100 most similar binding patterns belonging to POL2. The same result was obtained when the analysis was conducted only with Encode binding patterns established in myeloid cells (Additional file 3: Table S3). In all four myeloid datasets, the POL2 binding patterns were among the very most similar to the DEK binding pattern (Additional file 4: Table S4). The Encode database contains experiments from a wide range of cells and tissues. Thus, the striking similarity between DEK and POL2 binding across the entirety of the database, as seen in Figure 3A, shows that DEK binding is associated with genes that are commonly transcribed across different cell types rather than tissue- or lineage-specific genes. To confirm this notion, we constructed figures as the one in Figure 3A for each transcription factor in the Encode database. We then calculated the similarity between the binding pattern of each factor and the complete collection of POL2 experiments, as the rank of the median POL2 experiment. Finally, we compared these scores with that of DEK. Out of the 1172 analyzed binding patterns, only 39 had a higher correlation with overall POL2 binding than DEK did (Additional file 5: Table S5). With few exceptions, the precipitated factor in these cases was POL2 itself. DEK even ranked higher than 66% of the POL2 binding patterns. This confirms that DEK binds to genes that are not only highly expressed but also ubiquitously expressed across different cell types.

**Figure 2:**
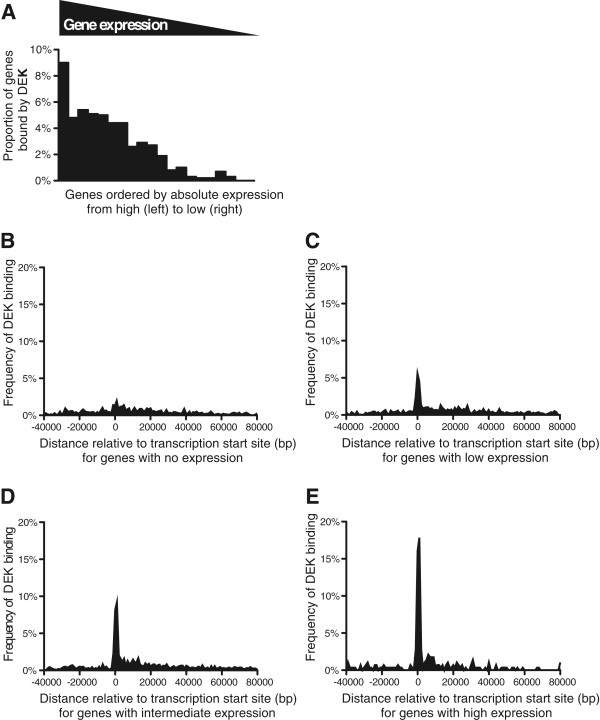
**DEK binds to highly expressed genes.** Frequency of DEK binding to genes, based on their expression. Absolute expression levels in the U937 cell line for all genes in the genome were determined by Cap Analysis of Gene Expression (CAGE). The genes were then ordered based on their expression and grouped into bins of one thousand genes, with the thousand genes with the highest expression in the leftmost column and the ones with the lowest expression in the rightmost column. For each group, we calculated the proportion of the genes that were found to be bound by DEK, showing that DEK binds most commonly to highly transcribed genes **(A)**. Distribution of DEK peaks relative to the transcription start sites of genes with no **(B)**, low **(C)**, intermediate **(D)** and high **(E)** expression.

**Figure 3:**
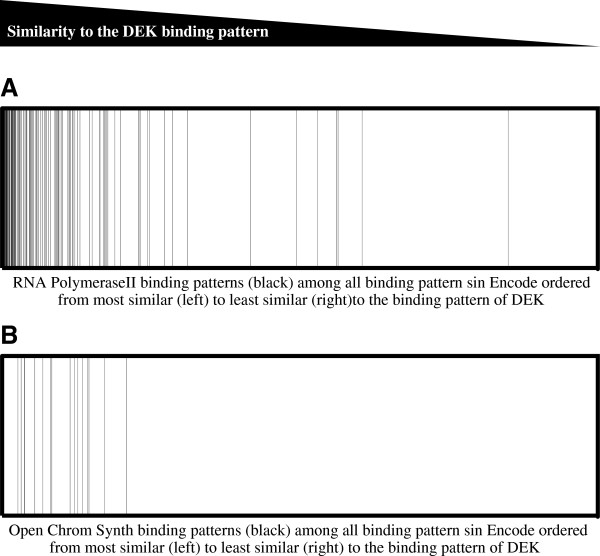
**DEK binding correlates with binding by RNA polymerase II and an open chromatin structure.** Distribution of the 2642 ChIP-seq experiments in the Encode database based on their similarity with the result of the DEK ChIP-seq. The binding pattern of every Encode experiment was compared to the binding pattern of DEK and subsequently ordered from left to right based on their similarity, with the most similar binding pattern furthest to the left and the least similar pattern furthest to the right. **(A)** Each black line represents a Chip-seq experiment with RNA polymerase II, showing a strong enrichment of these binding patterns among the ones most similar to that of DEK (p < 3×10^−6^). **(B)** Each black line represents a Chip-seq experiment marking open chromatin, by synthesis of results from ChIP-seq, FAIRE-seq and DNAse hypersensitivity analysis, showing strong enrichment among the binding patterns most similar to that of DEK (p < 4×10^−5^).

### DEK binds to open chromatin

Given the binding of DEK to highly expressed genes and the implication of DEK in epigenetic regulation, we wanted to characterize the epigenetic landscape of DEK binding, To this end, we compared the DEK binding pattern with the Encode experiments termed OpenChromSynth, which indicate regions of open chromatin, as determined by a combination of ChIP-seq, FAIRE-seq and DNAse hypersensitivity analysis. The result shows high similarity between these genomic regions and the DEK binding pattern (Figure 3B), suggesting extensive overlap between DEK binding and regions of open chromatin. The same result was obtained when the analysis was restricted to the myeloid datasets (data not shown). To determine the histone modifications associated with DEK binding, we calculated the similarity between the DEK binding pattern and those of the histone modifications analyzed in the BroadHistone K562 dataset in Encode (Figure 4). In concordance with binding to highly transcribed genes, DEK showed the highest degree of overlap with the active TSS marker H3K4me^3^, the active enhancer marker H3K27ac and the active promoter markers H3K4me^2^ and H3K9ac [33–36]. Conversely, the two repressive histone modifications H3K27me^3^ and H3K9me^3^ (grey bars) were the ones with the least overlap [37]. The association between DEK and active chromatin was further demonstrated by performing a DNA methylation array to calculate the methylation grade for each gene. The methylation of the genes bound by DEK was then compared to the global gene methylation. The result shows markedly lower methylation of the genes to which DEK binds (Figure 5). Thus, consistent with the binding to the transcription start sites of highly and commonly transcribed genes, we also find that DEK binds to regions of open chromatin with low DNA methylation and which are rich in activating histone marks.

**Figure 4:**
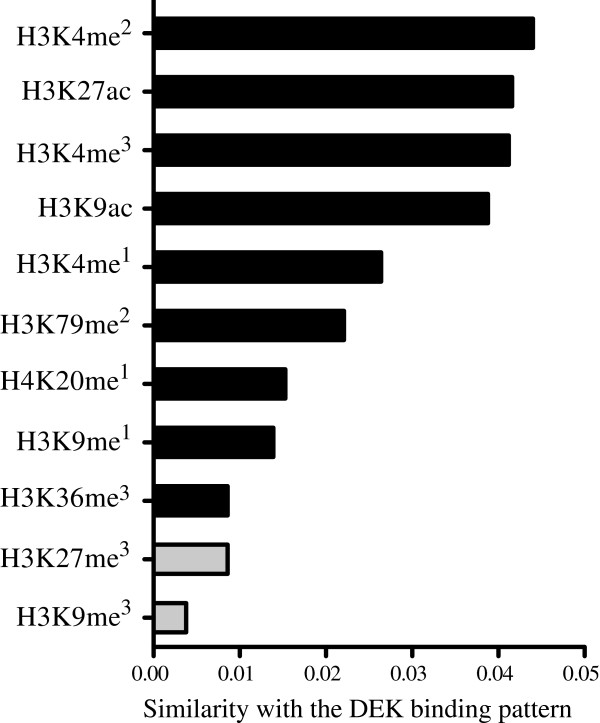
**DEK binding correlates with activating histone marks.** Similarity between the DEK binding pattern and those of ChIP-seq experiments from the Broad Histone K562 dataset in Encode, showing the highest similarity with activating histone marks (black bars) and the lowest similarity with the two repressive histone marks (grey bars).

**Figure 5:**
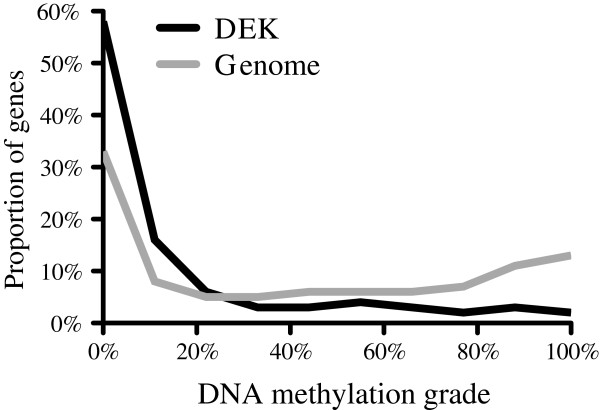
**DEK binds to lowly methylated DNA.** DNA methylation grade for the genes bound by DEK (black line) and the complete genome (grey line), showing lower methylation for the DEK-bound genes, as determined by DNA methylation array analysis of U937 cells.

### DEK binding is enriched among certain sets of genes

The results above show that DEK binds to genes commonly expressed in different cell types and tissues. This was further confirmed by gene ontology analysis of the genes to which DEK binds within 1000 bp of the transcription start site. The significantly enriched categories mainly represent basic metabolic processes that are shared by all cells (Table 1). Several are however frequently deregulated in cancer and essential for cancer cell proliferation, such as protein synthesis and cell cycle regulation. 

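Histone genes, which encode the proteins that nucleosomes are assembled from, were taken as the 92 protein-coding genes in the annotation with a histone gene name. A shared interval lay within 1 kb of the TSS of 41 of the 92 (44.6%), against 1341 of the 64357 other genes (2.08%), an odds ratio of 37.8 (Fisher exact p = 1.79e-43). Against the other protein-coding genes alone, of which 843 of 20071 were bound (4.20%), the odds ratio was 18.3 (Fisher exact p = 2.40e-31); this comparison was added after seeing the data. The bound histone genes lay in clusters, with 32 on chromosome 6, 8 on chromosome 1 and 1 on chromosome 17, so that a single interval could count for neighbouring genes and the genes are not independent. Among the 10 shared intervals with the highest value of the lower of the 2 scores, 4 were at histone genes. The interval at H2BC21 spanned 149856912 to 149859720 on chromosome 1 (scores 514 and 1053 in replicates 1 and 2) and the interval at H1-4 spanned 26156126 to 26157702 on chromosome 6 (scores 466 and 901). The others were at H3C10 and H2AC12 on chromosome 6. Requiring a score of at least 100 in both replicates raised the odds ratio most, to 154. The paper singles out nucleosome assembly as the most enriched category among the genes bound by DEK (Table 1), and adds that DEK itself takes part in this process.

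**Figure D3:**
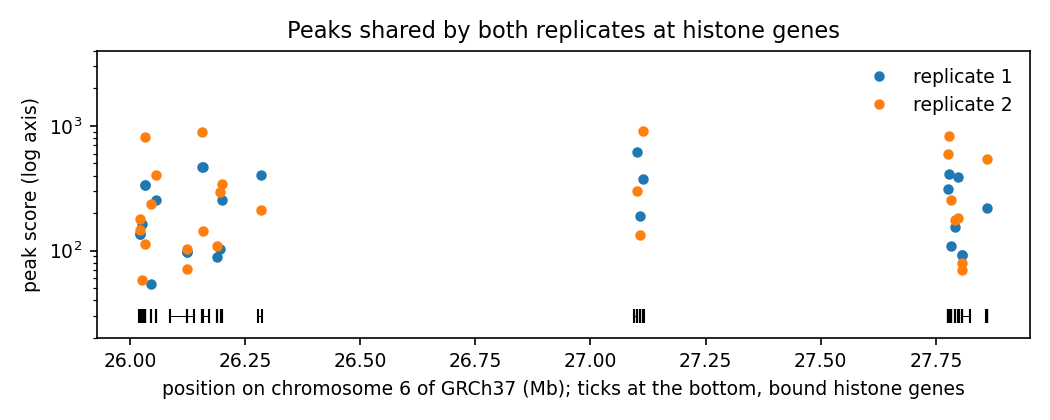
Scores of the shared peaks (y axis, log scale, 10 times the negative log10 of the p-value) at the 32 bound histone genes of chromosome 6, by position on GRCh37 (x axis, Mb), in replicate 1 (blue) and replicate 2 (orange). Black marks at the bottom are the ends of the bound histone genes, which sit in separate clusters.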

Notably, the category with the highest enrichment of DEK-bound genes is “Nucleosome assembly”, a process in which DEK itself is directly and functionally implicated [38]. This suggests that DEK could contribute to epigenetic regulation not only directly but also by binding and regulating other genes involved in the process. Gene ontology analysis of the genes deregulated by knockdown of DEK in U937 cells by shRNA shows that many of the genes whose expression is affected by DEK are involved in the same processes, such as cell cycle and chromatin regulation (Additional file 6: Table S6). Since no binding motif has been defined for the DEK protein, we analyzed the DEK-bound sequences for enriched motifs (Table 2). 

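The sequence from 150 bp upstream to 150 bp downstream of the middle of each shared interval was searched on both strands for the 13 motifs of Table 2, in 4434 windows of 301 bp and in shuffled copies that keep each window's dinucleotide counts. The PU.1 motif AGGAARH was present in 1548 windows, or 34.9% (95% Wilson interval 33.5% to 36.3%), and in 31.8% of the shuffled copies, a ratio of 1.10 (Fisher exact p = 0.0017, adjusted p = 0.0021 over the 13 motifs by the Benjamini-Hochberg method). The other motif that Table 2 assigns to PU.1, CTTCCBS, was present in 34.4% against 30.6% (ratio 1.12, Fisher exact test, adjusted p = 2.64e-04). With windows 1000 bp away as control, not matched in GC content, the ratio was 1.27 for CTTCCBS but 0.84 for AGGAARH (Fisher exact test, adjusted p = 2.79e-10). The ratio of AGGAARH to shuffled copies was 1.46 in the peaks of replicate 1 alone and 0.82 in those of replicate 2 alone. It moved most, to 1.82, in the 2306 windows without a sequence of very high copy number in the genome, an alternative chosen after seeing the data. Random genome windows without such sequences had a ratio of 1.30 to their own shuffled copies. Against such windows chosen close in GC content, a control also added after seeing the data, AGGAARH was more common in the shared windows (odds ratio 1.56). From its motif search, the paper concludes that the most significant motif is that of PU.1.

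**Figure D4:**
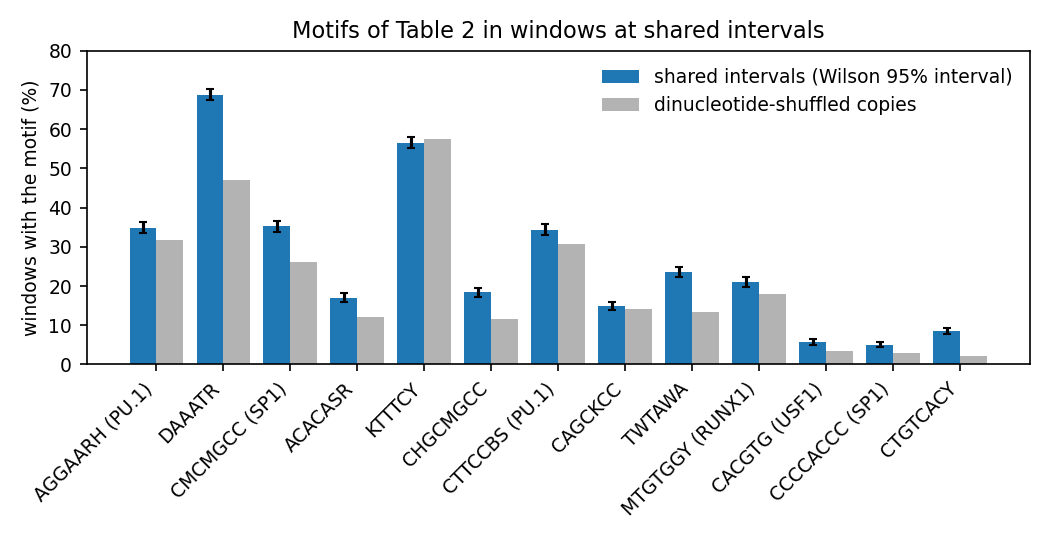
Share of windows that hold each motif of Table 2 (y axis, percent) at shared intervals (blue, with 95% Wilson intervals) and in dinucleotide-shuffled copies (grey), with the transcription factor in brackets where Table 2 names it. AGGAARH is present in 34.9% against 31.8%, and DAAATR in 68.8% against 47.0%.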

The identified motif with the highest degree of significance was found to be a binding motif for the transcription factor PU.1, a key regulator of gene expression during myeloid cell development and highly expressed in these cells. The other known motifs belong to the transcription factors SP1, RUNX1 and USF1, all of which are also expressed in these cells. 

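Both motifs that Table 2 assigns to SP1 were more common in the shared windows than in shuffled copies. CMCMGCC was present in 35.3% of the windows (95% Wilson interval 33.9% to 36.7%) against 26.1%, a ratio of 1.35 (Fisher exact test, adjusted p = 3.27e-20), and CCCCACCC in 4.96% (4.36% to 5.64%) against 2.93%, a ratio of 1.69 (adjusted p = 1.74e-06). The RUNX1 motif MTGTGGY was present in 21.0% (19.8% to 22.2%) against 18.0%, a ratio of 1.17 (Fisher exact test, adjusted p = 5.18e-04), and the USF1 motif CACGTG in 5.66% (5.02% to 6.38%) against 3.36%, a ratio of 1.68 (adjusted p = 3.83e-07). The p-values are adjusted over 13 motifs by the Benjamini-Hochberg method. In the peaks of replicate 2 alone, MTGTGGY was no more common than in shuffled copies (ratio 0.998). With windows 1000 bp away as control, the ratio of CCCCACCC was 1.14 and no longer past 0.05. In random windows without very high-copy sequence, a control added after seeing the data, these motifs also exceeded shuffled copies. The ratio was above that of such shared windows for CCCCACCC (2.76 against 2.16), CACGTG (2.96 against 2.30) and CMCMGCC (1.49 against 1.44). For MTGTGGY it was lower (1.29). Against such windows close in GC content, CCCCACCC was less common in shared windows (odds ratio 0.797) and CMCMGCC (1.38), MTGTGGY (1.24) and CACGTG (1.57) more common. The paper adds that these transcription factors are expressed in the same cells.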

Although we also identified several motifs not corresponding to known transcription factors, it is unlikely that any of these represent genuine DEK motifs, since none of them predict DEK binding as well as the PU.1 motif.

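Among the motifs that Table 2 assigns to no transcription factor, DAAATR was present in 68.8% of the shared windows (95% Wilson interval 67.4% to 70.1%) against 47.0% of the shuffled copies (ratio 1.46, Fisher exact test, adjusted p = 2.00e-95). CTGTCACY was present in 8.55% (7.76% to 9.41%) against 2.28%, with the largest ratio of the 13 motifs, 3.75 (Fisher exact test, adjusted p = 4.56e-40). TWTAWA had a ratio of 1.78, CHGCMGCC 1.57 and ACACASR 1.41, all with an adjusted p below that of the PU.1 motif AGGAARH. For KTTTCY (56.6% against 57.6%, adjusted p = 0.398) and CAGCKCC (14.8% against 14.2%, adjusted p = 0.399) no difference from the shuffled copies was detectable by Fisher's exact test. Against windows 1000 bp away instead, DAAATR (ratio 0.86), ACACASR (0.81), TWTAWA (0.55) and KTTTCY (0.81) were less common in the shared windows. CTGTCACY (1.46), CHGCMGCC (1.91) and CAGCKCC (1.66, Fisher exact test, adjusted p = 2.31e-17) were more common. The windows 1000 bp away lay on the side of higher coordinates only and were not matched in GC content. In windows without a sequence of very high copy number, an alternative chosen after seeing the data, AGGAARH had the smallest p of the 13 motifs (Fisher exact p = 1.31e-55). CAGCKCC then had a ratio of 1.52 to its shuffled copies. Against random windows close in GC content, also without such sequence, DAAATR (odds ratio 1.14), TWTAWA (1.38) and KTTTCY (1.33) were more common in the shared windows. For ACACASR no difference was detectable (odds ratio 0.963, Fisher exact test, adjusted p = 0.607). Tests and adjustment are those used for the PU.1 motif. The paper reasons that none of its uncharacterized motifs is likely to be a genuine DEK motif, since none predicts binding as well as the PU.1 motif.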

**Table 1:** **DEK binds to genes involved in multiple cellular functions**

Gene ontology term	Fold enrichment	P value
Nucleosome assembly	5.96	2.7 × 10^−6^
mRNA metabolic process	2.95	1.8 × 10^−8^
RNA splicing	2.82	5.3 × 10^−3^
Ubiquitin-dependent protein catabolic process	2.59	4.9 × 10^−3^
Cellular macromolecular complex assembly	2.58	5.0 × 10^−5^
Viral process	2.34	7.2 × 10^−4^
Interspecies interaction between organisms	2.20	2.8 × 10^−3^
Protein complex biogenesis	2.16	7.9 × 10^−5^
Cell cycle	1.84	4.7 × 10^−4^
Cellular catabolic process	1.70	2.5 × 10^−3^
Gene expression	1.41	5.0 × 10^−4^

Gene ontology analysis of the DEK-bound genes, showing enrichment in many categories that are central for cancer biology.

**Table 2:** **DEK binds to DNA with motifs for major transcriptional regulators**

Motif	Motif e value	Match	Match P value
AGGAARH	1.5 × 10^−41^	PU.1	0.000013
DAAATR	5.6 × 10^−22^	-	-
CMCMGCC	9.3 × 10^−20^	SP1	0.000019
ACACASR	1.3 × 10^−18^	-	-
KTTTCY	1.5 × 10^−13^	-	-
CHGCMGCC	6.7 × 10^−12^	-	-
CTTCCBS	3.0 × 10^−9^	PU.1	0.000006
CAGCKCC	1.0 × 10^−8^	-	-
TWTAWA	3.4 × 10^−8^	-	-
MTGTGGY	6.9 × 10^−6^	RUNX1	0.000017
CACGTG	4.5 × 10^−5^	USF1	0.000001
CCCCACCC	3.5 × 10^−3^	SP1	0.000044
CTGTCACY	7.6 × 10^−3^	-	-

Motif analysis of the sequences bound by DEK, identifying the most common motif not as a unique DEK motif but as that of the transcription factor PU.1. The motif E value denotes the statistical significance of the enrichment of the motif among the DEK-bound sequences. The match p value denotes the statistical significance of the match between the enriched motif and that of the matching transcription factor. Nucleotide sequences are described using standard IUPAC nomenclature, where B denotes C/G/T, D denotes A/G/T, H denotes A/C/T, K denotes G/T, M denotes A/C, R denotes A/G, S denotes C/G, W denotes A/T and Y denotes C/T.

### DEK binding correlates with gene expression

The role of DEK in gene regulation is far from understood. Previous studies have determined both activating and repressive effects on the expression of single genes. To study the effect on a genome-wide scale, we combined the results of the ChIP-seq analysis with gene expression microarray analysis following knockdown of DEK by shRNA. Based on the microarray analysis, we characterized the DEK-bound genes as either upregulated, downregulated or unaffected by the knock-down of DEK (Additional file 7: Table S7). To only include the DEK binding most likely to influence gene expression, the analysis was limited to genes where DEK binds less than 1000 bp either upstream or downstream from the transcription start site. Compared to the complete genome, significantly more genes were found to be either upregulated or downregulated by DEK depletion than unaffected. The same result was obtained when either fold change (Figure 6A, E) or statistical significance (Figure 6B) were used as the measure of change in gene expression. The same pattern was observed when DEK was knocked down in primary CD34^+^ cells isolated from human umbilical cord blood (Figure 6C-D). That the correlation is not as strong for the primary cells is expected, given the discrepancy in gene expression between these cells and the U937 cell line in which the ChIP-seq analysis was performed. These findings emphasize the role of DEK as a gene regulatory protein and indicate that DEK serves as both an activator and a repressor of transcription in the same cell under the same conditions. To validate the association of DEK binding with gene expression, we performed a network analysis of a collection of publicly available microarray datasets from patients with acute myeloid leukemia. For all of the 1246 analyzed transcription factors, we calculated the number of genes whose expression correlated with that of each transcription factor (Table 3). Interestingly, DEK was found to be the factor with the third highest number of correlated genes. The analysis was then repeated using microarray data from the Microarray Innovations in Leukemia (MILE) study [39]. In this analysis, DEK ranked in the 11^th^ percentile and out of the 30 factors with the most connections in the original dataset, DEK was the one with the most connections in the MILE dataset. Taken together, the network analyses underscore the importance of DEK in gene regulation.

**Figure 6:**
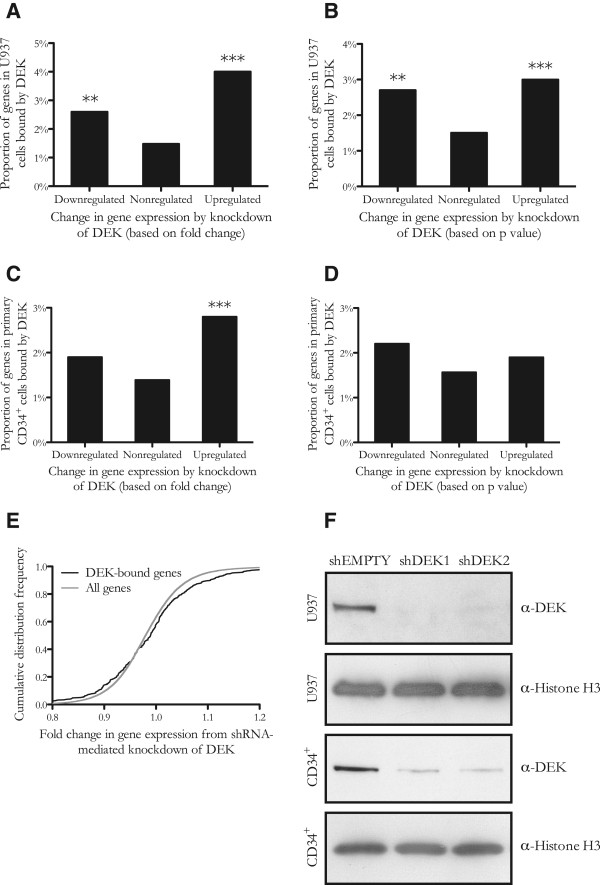
**Genes bound by DEK are both up- and downregulated by the knockdown of DEK.** Proportion of genes that are bound by DEK among the genes that were upregulated, downregulated and not affected by the knockdown of DEK. Both the downregulated and the upregulated genes are enriched for DEK-bound genes, showing that DEK binding is associated with transcriptional regulation and may contribute to both promotion and repression of gene transcription. The downregulated and upregulated categories were defined as the thousand most up- and downregulated genes based on either fold change **(A and C)** or p value **(B and D)**, as determined by gene expression microarray analysis of U937 **(A and B)** and primary CD34^+^ cord blood cells **(C and D)**. **(E)** Cumulative distribution frequency of genes based on their fold change in gene expression upon knockdown of DEK in U937 cells, showing enrichment of DEK-bound genes both among the genes most upregulated and the genes most downregulated by DEK depletion. **(F)** The efficiency of the shRNA-mediated knockdown of DEK in U937 and primary CD34^+^ cord blood cells, as determined by Western blot. Histone H3 was used as an equal loading control.

**Table 3:** **DEK expression correlates with the expression of other genes**

Transcription factor	Correlations in the AML dataset	Correlations in the MILE dataset
ZNF593	1582	141
FOXP2	1437	0
DEK	1380	198
ZNF479	1235	4
NKX1-1	1135	0
TRIM28	1083	178
BARHL1	1045	0
ESR1	1042	1
USF2	1037	110
ZFN396	1020	0

Network analysis of gene expression in publicly available datasets, showing DEK as one of the transcription factors whose expression has the most correlations to the expression levels of other genes. The ten transcriptions factors with the most correlations in the AML network are shown.

## Discussion

This study provides a genome-wide map of DEK binding in myeloid cells. 

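The peaks of replicate 1 had a median width of 1016 bp (346 to 9023) and covered 18.2 Mb, or 0.584% of chromosomes 1 to 22, X and Y. In replicate 2 the median width was 697 bp (235 to 20999), and the peaks covered 134 Mb or 4.32%. Shared intervals had a median width of 708 bp, with a middle range (25% to 75% quantile) of 539 to 1029 bp and extremes of 1 and 5699 bp, and together covered 3.83 Mb or 0.123%. Of the shared intervals, 148 were narrower than 100 bp. The width of a peak also depends on the fragment length and the peak caller, and a peak list holds no signal outside its peaks. An overlap of at least 50% of each peak was met by 2753 intervals. The paper contrasts this pattern of separate peaks with earlier reports of large amounts of DEK bound to chromatin.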

We show that DEK does not bind uniformly to long stretches of the genome, as previously suggested by the high amounts of DEK bound to chromatin [21]. Instead, we demonstrate that DEK binding is highly distinct and centered around transcription start sites. We continue to show that DEK mainly binds to highly expressed genes and that the accumulation of binding around the transcription start site positively correlates with the transcription of the gene. These findings are in concert with a previous study of a single gene locus, which found that DEK binding to the promoter of the complement receptor 2 gene is 2–3 fold higher in a cell line expressing the gene than in a cell line without expression and in which DEK was shown to be recruited to the promoter upon induction of gene expression [29]. Furthermore, our findings are consistent with previous reports that DEK contributes to positive supercoiling of the DNA structure, which opens up the chromatin to allow access to the transcriptional machinery and is a characteristic of highly transcribed genes [21, 40]. The correlation between DEK binding and gene expression is further underlined by our finding that out of the 2642 binding patterns in the Encode database, the DEK binding pattern is most similar to that of RNA polymerase II.

Interestingly, we found that the DEK binding pattern not only resembles that of RNA polymerase II in hematopoietic cells but also in highly different cell types. In a comparison with the complete collection of POL2 bindings patterns in Encode, DEK was one of the factors with the highest degree of similarity. The DEK binding pattern actually scored higher than most POL2 binding patterns in terms of similarity with overall POL2 binding. This shows that DEK binds to genes that are commonly expressed across cell types, which could explain the ubiquitous expression of DEK in human tissues. Genes that are expressed in very different cell types generally contribute to common functions such as cellular organization and metabolism. Gene ontology analysis confirmed that genes bound by DEK are involved in basic cellular functions such as catabolism, biogenesis and chromatin organization. Many of these processes are not only fundamental to normal cells but must also be deregulated in order for cancer cells to produce the macromolecules and the energy needed for their high proliferation. Accelerating basic cellular functions could thus be a way by which DEK contributes to carcinogenesis. This notion would be compatible with the previous observation that DEK is essential for tumor cells but dispensable for their normal counterparts [19]. We also show that DEK binds to genes involved in cell cycle regulation and gene expression, processes with obvious implications for cancer biology. Since the binding patterns collected in the Encode database are mainly derived from transformed cell lines, some of the commonly expressed genes encode the proteins conferring the cancer phenotype. We show that the genes bound by DEK are also enriched for genes involved in cell cycle regulation and gene expression, which could mediate the oncogenic function of DEK.

Previous studies have provided contradictory indications regarding the association of DEK with euchromatin and heterochromatin. Based on immunofluorescence imaging, DEK co-localizes with regions of open chromatin containing acetylated histone H4 [24]. It also co-precipitates with the activating histone marks H3K4me^2^ and H3K4me^3^ [20]. Contrarily, other reports have indicated DEK as essential for the maintenance of heterochromatin by strengthening the binding between heterochromatin protein 1α and the heterochromatin marker H3K9me^3^ [22]. Here, we show that DEK binding overlaps with histone marks found in euchromatin and with genes carrying a low degree of DNA methylation. We thus conclude that DEK preferentially binds to euchromatin and more specifically to transcription start sites of euchromatic genes.

DEK has been shown to bind to chromatin in a manner dependent on the structure rather than the sequence of the DNA, based on the finding that DEK accumulates at sites of supercoiled and four-way junction DNA [41]. However, sequence-specific binding to the peri-*ets* site of the HIV-2 enhancer has been demonstrated [42]. To determine the sequence-specificity of the genome-wide DEK binding, we performed motif analysis of the bound sequences. The analysis identified the most significantly enriched motif as that of the hematopoietic transcription factor PU.1. However, given that PU.1 is a major transcription factor in these cells, many of its target genes coincide with the highly expressed genes bound by RNA polymerase II. Since the comparison with the Encode experiments shows that the binding pattern of DEK is more similar to the binding pattern of RNA polymerase II than to that of PU.1, it is more likely that the binding to genes with PU.1 motifs is a consequence of their high expression than that PU.1 would be the major determinant of DEK binding. We also identified several previously uncharacterized motifs. However, it is unlikely that any of these is a common DEK motif as none of them were nearly as significantly enriched as the PU.1 motif. Thus, we find that DNA sequence does not predict DEK binding as well as gene expression.

The role of DEK binding in gene expression is still ambiguous, with reports of contributions to either activation or repression of single genes under different conditions. Our finding that knockdown of DEK leads to both upregulation and downregulation of DEK-bound genes suggests that DEK has a dual role in gene regulation in that it can either promote or repress transcription of different genes in the same cellular context. The determinants of the effect of DEK on transcription are still unknown but could potentially include phosphorylation by casein kinase 2, which has been shown to alter but not abolish the association between DEK and chromatin [43]. Another possible model is one where DEK contributes to either activation or repression depending on the cofactors that bind at the gene regulatory site.

To further examine the importance of DEK in gene regulation in primary leukemic cells, we constructed a network model of gene expression and found that out of the 1246 analyzed factors, DEK was the factor with the third highest number of correlated genes. This suggests that DEK may have a broad set of targets, consistent with our findings that DEK binds to many highly and commonly expressed genes. Furthermore, it strongly suggests that DEK is important for gene regulation and may play a major role in the gene regulatory pathways that govern cancer cells. Characterizing the precise mechanistics of DEK-mediated gene regulation will be an important challenge for future research and a key to understanding the role of DEK in cancer biology and its potential as a therapeutic target.

## Materials and methods

### Cell culture

The U937 cell line (ATCC, Manassas, VA, USA) was cultured in RPMI 1640 medium (Life Technologies, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (Life Technologies). Primary CD34^+^ cells were obtained from human umbilical cord blood collected at Skåne University Hospital. The mononuclear cell population was isolated by separation on Lymphoprep (Axis-Shield PoC AS, Oslo, Norway) and CD34^+^ cells were subsequently selected using the Indirect CD34 MicroBead Kit (Miltenyi Biotec, Bergisch Gladbach, Germany). The cells were grown in StemSpan SFEM medium (Stemcell Technologies, Vancouver, Canada) supplemented by 20% fetal bovine serum and the CC100 cytokine cocktail (Stemcell Technologies).

### ChIP-seq

Chromatin immunoprecipitation was performed on U937 cells using the Magna-ChIP A/G Chromatin Immunoprecipitation Kit (Merck Millipore, Billerica, MA, USA) after crosslinking with 1% formaldehyde for 15 min. Chromatin shearing was achieved by sonication in a Bioruptor UCD-200 (Diagenode, Liège, Belgium). Immunoprecipitation was performed with 10 μg of DEK antibody (Abcam, Cambridge, UK; product code ab74975) per million cells. Immunoprecipitated DNA was sequenced by the Science for Life Laboratory in Stockholm, Sweden with an Illumina HiSeq 2000 as paired-end reads to 100 bp with a minimum of 18 million reads per sample. The Illumina OLB v1.9 was used for base conversion, the Bowtie 2 software [44] was used for the alignment of reads to the hg19 reference genome and peak calling was performed with the MACS software v1.4.1 [45]. Default parameters were used throughout the process. Two independent ChIP-seq experiments were performed under identical conditions and the peaks found in both experiments were used for all subsequent analyses. Non-precipitated chromatin was used as negative control. Validation was performed by real-time PCR analysis of DNA immunoprecipitated with the DEK antibody, showing enrichment of DNA corresponding to the predicted binding sites in the *S100A9* (fold enrichment 2.4) and *VIM* (fold enrichment 1.8) genes and a lack of enrichment of DNA corresponding to the *IRF8* gene (fold enrichment -3.1), which was determined by the ChIP-seq analysis to not be bound by DEK. 

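Both precipitations had a peak at S100A9 and at VIM. At S100A9 (chromosome 1, 153330330 to 153333499 on GRCh37), the shared interval spanned 153329638 to 153330469 in the promoter, with its middle 277 bp upstream of the nearest TSS of the gene. The peak of replicate 1 held 55 tags with a score of 151 and a fold enrichment of 8.36, and that of replicate 2 held 29 tags with a score of 141 and a fold enrichment of 5.77. At VIM (chromosome 10, 17270240 to 17279592), the shared interval spanned 17270162 to 17271093, with its middle 113 bp downstream of the nearest TSS of the gene. Its peaks had scores of 72.4 (84 tags) and 150 (37 tags). IRF8 (chromosome 16, 85932722 to 85956212) had no shared interval within 1 kb of any of its TSSs. Table S1 lists 3 intervals for IRF8, from 85960802 to 85961328, from 85962744 to 85967160 and from 85967869 to 85968844, and the closest of them had its middle 13416 bp from the nearest TSS of IRF8. Their middles were 2475, 536 and 547 bp from the nearest TSS of any annotated transcript. In replicates 1 and 2 the 3 intervals had scores of 120 and 75.6, 120 and 336, and 316 and 336. The scores of the last exceeded those at S100A9 and VIM in both replicates. Within 10 kb of IRF8, replicate 1 had 1 peak and replicate 2 had 6. Some of the latter were unshared peaks inside the gene, the strongest from 85952661 to 85955065 with a score of 183. No overlap setting was varied at single genes, and with 1 peak per replicate the scores have no error. The real-time PCR values are the paper's own, and the paper sets them beside the sites called bound or not bound by ChIP-seq.

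**Figure D5:**
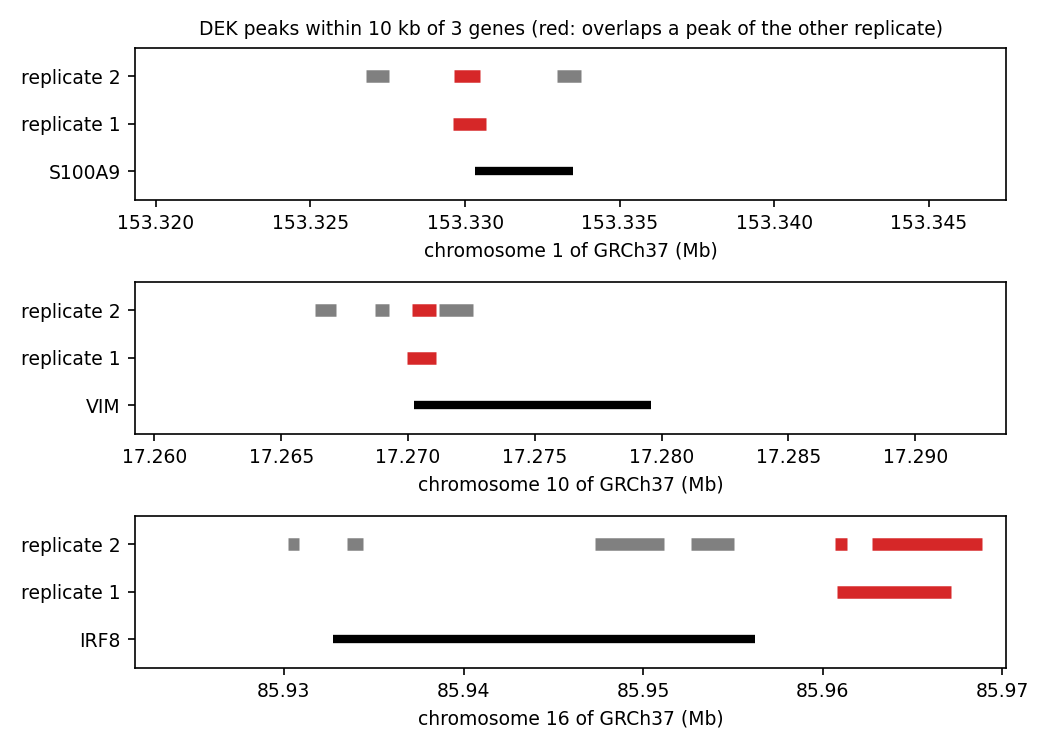
Peaks of each replicate within 10 kb of S100A9, VIM and IRF8 by position on GRCh37 (x axes, Mb), with the gene as a black bar; red peaks overlap a peak of the other replicate and grey peaks do not. The red peaks lie at the TSS of S100A9 and VIM and past the 3′ end of IRF8.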

The raw data from the ChIP-seq analysis is available through the Gene Expression Omnibus data repository, with the accession number “GSE60692”.

### Binding to genomic elements

The “Genomic annotation of ChIP-seq peaks” tool in the Nebula software package [46] was used with default parameters to find the closest gene to each DEK peak and calculate the distance from the transcription start site to the middle of the peak. The same tool was used to determine the genomic elements to which DEK binds, using default settings where promoters are designated as the 2.000 bp upstream of the transcription start site and enhancers are designated as the 30.000 bp upstream of the TSS. As control, random genomic sequences were generated by a random draw with replacement from a square-distribution across all genomic positions.

### Cap analysis of gene expression

Absolute gene expression levels for all genes in the U937 cell line were determined by Cap Analysis of Gene Expression (CAGE) in a study by the FANTOM5 consortium [32]. All genes were ordered by absolute expression and divided into bins of one thousand, for which we calculated the number of genes where DEK binds within 1000 bp from the transcription start site. For further analysis, all DEK-bound genes were divided into four categories according to their expression; no (0), low (0–10), intermediate (10–100) or high (>100) expression. For each category, the distances to the nearest transcription start sites were calculated as described above.

### Correlation with existing ChIP-seq binding patterns

The determined DEK binding pattern was compared to the binding patterns previously established for transcription factors and histone modifications as well as the genome-wide distributions of characteristics such as DNAse hypersensitivity. To this end, we constructed an algorithm which analyzed all of the 2642 such patterns in the Encode database and scored them based on their similarity with the binding pattern of the DEK protein. For each Encode binding pattern, the weight of each base was calculated based on the number of sequence tags at that position in the genome. The raw correlation between this sequence tag distribution and that of DEK was then calculated as the sum of the products of the weights of each matching base, corrected for track length using the inverse square of the total weight of each track. Formally,

where weight1_i_ and weight2_i_ are the score assigned basepair i in the two tracks compared, respectively, and n_basepairs_ is the total number of basepairs in the hg19 assembly of the human genome. DEK binding was correlated with open chromatin status by comparison of the DEK binding pattern with the Encode tracks designated OpenChromSynth, each containing a synthesis of results from ChIP-seq, FAIRE-seq and DNAse hypersensitivity analysis in the examined cell type. The binding patterns of different histone marks in the K562 cell line were obtained from the Broad Histone dataset in Encode. Statistical testing of the enrichment of tracks representing either RNA polymerase II or OpenChromSynth among the most similar binding patterns to that of DEK was performed using the RenderCat software, as previously described [47].

### DNA methylation array

Microarray-based DNA methylation analysis was performed with the Infinium HumanMethylation27 BeadChip (Illumina) by the BEA core facility at Karolinska Institute. Genomic DNA from U937 cells was extracted using the QIAamp DNA mini kit (Qiagen) and bisulfite converted using the Zymo EZ DNA methylation Kit (Zymo Research, Irvine, CA). Subsequently, the DNA was subjected to the Illumina Infinium HD Methylation assay including whole genome amplification and enzymatic fragmentation before hybridization to the BeadChip. Arrays were scanned and the signals processed in Genome Studio module 1.8. The methylation grade for each gene was calculated as the average of the corresponding probes. The methylation of the genes to which DEK binds within 1000 bp of the transcription start site was then compared to the methylation of the entire genome. The raw data from the DNA methylation analysis is available through the Gene Expression Omnibus data repository, with the accession number “GSE60734”.

### Knockdown of DEK by shRNA

Two shRNAs in H1 lentiviral vectors targeting the DEK transcript were a kind gift from Dr David Markovitz [2]. Lentiviral particles were harvested after calcium phosphate transfection of 293 T cells (ATCC) with the respective shRNA constructs, *gag-pol* and the RD114 envelope gene. For lentiviral transduction, non-tissue culture coated plates were coated with retronectin (Takara, Otsu, Japan) and blocked with 2% bovine serum albumin (Sigma-Aldrich, St. Louis, MO, USA) for 30 min at room temperature. Subsequently, virus-containing medium was added and the plates were centrifuged at 1000 × g for 60 min at 4°C before the cells were added and incubated at 37°C for 48 h, after which they were sorted by FACS based on the expression of the GFP marker. Transduction efficiencies were similar for all constructs and consistently above 40%. The efficiency of the knockdown was verified by Western blot of cell lysates obtained 4 days (U937 cells) or 10 days (primary cells) after sorting, with a primary DEK antibody (BD Transduction Laboratories, San Jose, CA, USA). The raw data from the gene expression analysis is available through the Gene Expression Omnibus data repository, with the accession number “GSE60734”.

### Gene expression microarray

RNA was isolated with the RNeasy Mini Kit (Qiagen, Hilden, Germany) from cells harvested 4 days (U937) or 10 days (primary cells) after sorting. Microarray analysis was performed in triplicates with the HumanHT-12 v4 Expression BeadChip (Illumina, San Diego, CA, USA) by the Swegene Centre for Integrative Biology at Lund University (SCIBLU). Designated as upregulated or downregulated were the genes found to be among the thousand most strongly upregulated or downregulated based on either the average fold change or the combined p value from statistical testing of the two shRNA constructs by the student’s t test. Subsequently, the number of genes to which DEK binds within 1000 bp from the transcription start site was calculated for each category. The gene expression microarray was validated by quantitative real-time PCR analysis of two genes found to be upregulated (CSF2RA; fold change 1.3, p = 0.004 and CSF3R; fold change 1.3, p = 0.04) and two genes found to be downregulated (CHMP2B; fold change −1.3, p = 0.03 and ICAM2; fold change −1.4, p = 0.002) upon knockdown of DEK in the U937 cell line. For this analysis, RNA was reverse-transcribed to cDNA with the High Capacity cDNA Reverse Transcription Kit (Life Technologies) and real-time PCR was performed using the TaqMan Gene Expression Assay (Life Technologies) and the StepOne Plus Real-Time PCR System (Life Technologies).

### Gene ontology analysis

Gene ontology analysis of the genes bound by DEK was performed with the GO::TermFinder software [48], using gene ontology associations based on the UniProt reference proteome. The analysis was performed on the genes to which DEK binds within 1000 bp from the transcription start site, with the default p value threshold of 0.01. Fold enrichment was calculated as the percentage of the DEK-bound genes associated with a certain term divided by the percentage of the total genome associated with the same term. The result was filtered for redundant terms and terms containing more than 5000 genes. Gene ontology analysis of the genes deregulated by the knockdown of DEK was performed by Gene Set Enrichment Analysis (GSEA), using a p value threshold of 0.01 and a false discovery rate threshold of 0.05 [49].

### Motif analysis

Motif analysis was performed with the Discriminative Regular Expression Motif Elicitation (DREME) software [50], using as input the sequences from 150 bp upstream to 150 bp downstream of the middle of all DEK peaks. The p value threshold was set to 0.01. Identified motifs were subsequently matched with known motifs using the TOMTOM software [51] with a false discovery rate threshold of 5%.

### Network analysis

The genome-wide AML network of gene expression was constructed by LASSO regression modeling of gene expression correlations in 3013 samples obtained by merging samples from studies based on the Affymetrix HG-U133 Plus 2.0 GeneChips (GPL570) platform (see Additional file 8 Methods for a complete list of datasets). The MILE network was constructed in the same manner but instead based on the results from stage one of the Microarray Innovations in Leukemia study [39]. To reduce the false discovery rate, the correlation threshold of the network models was set to a level at which they did not find any correlations in randomized data. The list of transcription factors used in the analysis was manually curated after its original development as part of the Differentiation Map project [52].

## Electronic supplementary material

Additional file 1: Table S1: DEK Binding Sites. Complete list of significant peaks of DEK binding, as determined by ChIP-seq analysis in the U937 cell line.

Additional file 2: Table S2: Correlation between the binding pattern of DEK and those of other factors. Complete list of all 2642 ChIP-seq experiments in the Encode database, ordered from that with the most to that with the least similar binding pattern to that of DEK.

Additional file 3: Table S3: Correlation between the binding pattern of DEK and those of other factors in myeloid cells. Complete list of the 201 ChIP-seq experiments in the Encode database that were performed in myeloid cells, ordered from that with the most to that with the least similar binding pattern to that of DEK.

Additional file 4: Table S4: DEK binding correlates with RNA polymerase II binding in hematopoietic datasets. All ChIP-seq experiments in the four hematopoietic datasets in the Encode database were scored and ranked based on their similarity with the DEK binding pattern. In all four datasets, the binding patterns of RNA polymerase II were among the most similar to that of DEK.

Additional file 5: Table S5: DEK binds to commonly expressed genes. Complete list of the 1172 analyzed transcription factors, based on their binding to genes that are commonly expressed across different tissues. For each transcription factor, the overlap with each of the other binding patterns in the Encode database was calculated. The resulting ranks of the POL2 binding patterns were extracted and the median rank was calculated, representing the similarity between the binding pattern of the transcription factor and that of POL2 across all the different cell types represented in Encode. DEK was found to be one of the transcription factors with the highest similarity, demonstrating that DEK binds to genes that are commonly expressed across different cell types.

Additional file 6: Table S6: DEK affects the expression of genes involved in multiple cellular functions. Gene set enrichment analysis of the changes in gene expression following knockdown of DEK, showing that the genes deregulated upon DEK knockdown are involved in multiple cellular processes that are also enriched for genes shown in Table 1 to be bound by DEK. Positive enrichment scores correspond to enrichment among the genes downregulated by DEK knockdown and negative enrichment scores correspond to enrichment among the genes upregulated by DEK knockdown. FDR denotes the false discovery rate.

Additional file 7: Table S7: DEK affects gene expression. Complete list of changes in gene expression upon knockdown of DEK by shRNA in the U937 cell line, as determined by microarray analysis.

Additional file 8: **Datasets used for the network analysis.**

# Supplementary material for: The DEK oncoprotein binds to highly and ubiquitously expressed genes with a dual role in their transcriptional regulation
**Source:** Mol Cancer. 2014 Sep 12;13:215. doi: 10.1186/1476-4598-13-215
**Supplement:** Supplementary file 1 — Additional file 1: Table S1: DEK Binding Sites. Complete list of significant peaks of DEK binding, as determined by ChIP-seq analysis in the U937 cell line.

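Table S1 lists the position of each interval, the gene assigned to it and a score. It has 4580 rows, which hold 4434 distinct intervals and 3085 gene names, because 86 intervals are listed more than once with another gene. Every one of the 4434 intervals is the exact intersection of a replicate 1 peak and a replicate 2 peak in the deposited lists. Of the 19 shared intervals that are not in the table, 18 lie on contigs other than chromosomes 1 to 22, X and Y.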

**Additional file 1: Table S1.** **DEK Binding Sites.** Complete list of significant peaks of DEK binding, as determined by ChIP-seq analysis in the U937 cell line.

| CHROMOSOME | START POSITION | END POSITION | GENE NAME | SCORE |
| --- | --- | --- | --- | --- |

|  |  |  |  |
| --- | --- | --- | --- |
|  |  |  |  |

# Supplementary material for: The DEK oncoprotein binds to highly and ubiquitously expressed genes with a dual role in their transcriptional regulation
**Source:** Mol Cancer. 2014 Sep 12;13:215. doi: 10.1186/1476-4598-13-215
**Supplement:** Supplementary file 2 — Additional file 2: Table S2: Correlation between the binding pattern of DEK and those of other factors. Complete list of all 2642 ChIP-seq experiments in the Encode database, ordered from that with the most to that with the least similar binding pattern to that of DEK.

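Table S2 gives the similarity of the binding pattern of each Encode experiment to that of DEK, from the most to the least similar. The similarities were calculated by the authors, and the Encode patterns are not in the files analysed here. In the table as given, the highest similarity was 0.0899 and the median 0.0105. Of its 2642 rows, 106 have Pol2 in the name of the experiment, and 41 of these are among the 100 most similar.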

**Additional file 2: Table S2.** **Correlation between the binding pattern of DEK and those of other factors.** Complete list of all 2642 ChIP-seq experiments in the Encode database, ordered from that with the most to that with the least similar binding pattern to that of DEK.

# Supplementary material for: The DEK oncoprotein binds to highly and ubiquitously expressed genes with a dual role in their transcriptional regulation
**Source:** Mol Cancer. 2014 Sep 12;13:215. doi: 10.1186/1476-4598-13-215
**Supplement:** Supplementary file 3 — Additional file 3: Table S3: Correlation between the binding pattern of DEK and those of other factors in myeloid cells. Complete list of the 201 ChIP-seq experiments in the Encode database that were performed in myeloid cells, ordered from that with the most to that with the least similar binding pattern to that of DEK.

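Table S3 holds the similarities for the experiments in myeloid cells only. Of its 201 rows, 15 have Pol2 in the name, and 5 of these are among the 10 most similar. The most similar experiment on PU.1 is at rank 6, with a similarity of 0.0541 against 0.0899 for the most similar experiment. These values are the paper's own.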

**Additional file 3: Table S3.** **Correlation between the binding pattern of DEK and those of other factors in myeloid cells.** Complete list of the 201 ChIP-seq experiments in the Encode database that were performed in myeloid cells, ordered from that with the most to that with the least similar binding pattern to that of DEK.

# Supplementary material for: The DEK oncoprotein binds to highly and ubiquitously expressed genes with a dual role in their transcriptional regulation
**Source:** Mol Cancer. 2014 Sep 12;13:215. doi: 10.1186/1476-4598-13-215
**Supplement:** Supplementary file 4 — Additional file 4: Table S4: DEK binding correlates with RNA polymerase II binding in hematopoietic datasets. All ChIP-seq experiments in the four hematopoietic datasets in the Encode database were scored and ranked based on their similarity with the DEK binding pattern. In all four datasets, the binding patterns of RNA polymerase II were among the most similar to that of DEK.

**Additional file 4: Table S4. DEK binding correlates with RNA polymerase II binding in hematopoietic datasets.** All ChIP-seq experiments in the four hematopoietic datasets in the Encode database were scored and ranked based on their similarity with the DEK binding pattern. In all four datasets, the binding patterns of RNA polymerase II were among the most similar to that of DEK.

| CELL LINE | | DATASET | | RANKS OF POL2 TRACKS | | NUMBER OF TRACKS | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | |  | |  | |  | |
|  | |  | |  | |  | |
|  | NB4 |  | SYDH | #1 |  | 3 |  |
|  | HL60 |  | HAIB | #1, #2 |  | 8 |  |
|  | K562 |  | HAIB | #3, #4 |  | 93 |  |
|  | K562 |  | SYDH | #4 |  | 97 |  |
|  |  |  |  |  |  |  |  |

# Supplementary material for: The DEK oncoprotein binds to highly and ubiquitously expressed genes with a dual role in their transcriptional regulation
**Source:** Mol Cancer. 2014 Sep 12;13:215. doi: 10.1186/1476-4598-13-215
**Supplement:** Supplementary file 5 — Additional file 5: Table S5: DEK binds to commonly expressed genes. Complete list of the 1172 analyzed transcription factors, based on their binding to genes that are commonly expressed across different tissues. For each transcription factor, the overlap with each of the other binding patterns in the Encode database was calculated. The resulting ranks of the POL2 binding patterns were extracted and the median rank was calculated, representing the similarity between the binding pattern of the transcription factor and that of POL2 across all the different cell types represented in Encode. DEK was found to be one of the transcription factors with the highest similarity, demonstrating that DEK binds to genes that are commonly expressed across different cell types.

**Additional file 5: Table S5.** **DEK binds to commonly expressed genes.** Complete list of the 1172 analyzed transcription factors, based on their binding to genes that are commonly expressed across different tissues. For each transcription factor, the overlap with each of the other binding patterns in the Encode database was calculated. The resulting ranks of the POL2 binding patterns were extracted and the median rank was calculated, representing the similarity between the binding pattern of the transcription factor and that of POL2 across all the different cell types represented in Encode. 

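A low median rank in Table S5 thus means that the Pol2 patterns were close to that of the factor. The table has 1172 rows with median ranks from 57 to 892. DEK has a median rank of 104, and 39 rows have a lower one, 31 of them Pol2 patterns. Of the 90 rows with Pol2 in the name, 59 (65.6%) have a higher median rank than DEK. The ranks are the paper's own, and the Encode patterns behind them are not in the files analysed here.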

DEK was found to be one of the transcription factors with the highest similarity, demonstrating that DEK binds to genes that are commonly expressed across different cell types.

# Supplementary material for: The DEK oncoprotein binds to highly and ubiquitously expressed genes with a dual role in their transcriptional regulation
**Source:** Mol Cancer. 2014 Sep 12;13:215. doi: 10.1186/1476-4598-13-215
**Supplement:** Supplementary file 6 — Additional file 6: Table S6: DEK affects the expression of genes involved in multiple cellular functions. Gene set enrichment analysis of the changes in gene expression following knockdown of DEK, showing that the genes deregulated upon DEK knockdown are involved in multiple cellular processes that are also enriched for genes shown in Table 1 to be bound by DEK. Positive enrichment scores correspond to enrichment among the genes downregulated by DEK knockdown and negative enrichment scores correspond to enrichment among the genes upregulated by DEK knockdown. FDR denotes the false discovery rate.

**Additional file 6: Table S6. DEK affects the expression of genes involved in multiple cellular functions.** Gene set enrichment analysis of the changes in gene expression following knockdown of DEK, showing that the genes deregulated upon DEK knockdown are involved in multiple cellular processes that are also enriched for genes shown in Table 1 to be bound by DEK. Positive enrichment scores correspond to enrichment among the genes downregulated by DEK knockdown and negative enrichment scores correspond to enrichment among the genes upregulated by DEK knockdown. FDR denotes the false discovery rate.

| GENE ONTOLOGY TERM | ENRICHMENT SCORE | FDR |
| --- | --- | --- |
|  |  |  |
|  |  |  |
| Neutral amino acid transport | -2.95 | 0.000 |
| Heme metabolic process | 2.33 | 0.000 |
| NLS-bearing substrate import into the nucleus | -2.14 | 0.000 |
| Covalent chromatin modification | 1.95 | 0.006 |
| Oligosaccharide metabolic process | 1.93 | 0.006 |
| Response to virus | 1.87 | 0.017 |
| Histone modification | 1.84 | 0.021 |
| Cell polarity | -1.96 | 0.033 |
| Cell cycle S phase | 1.77 | 0.040 |
| Regulation of cell shape | -1.97 | 0.040 |
| Mitochondrial transport | 1.74 | 0.049 |
|  |  |  |

# Supplementary material for: The DEK oncoprotein binds to highly and ubiquitously expressed genes with a dual role in their transcriptional regulation
**Source:** Mol Cancer. 2014 Sep 12;13:215. doi: 10.1186/1476-4598-13-215
**Supplement:** Supplementary file 8 — Additional file 8: Datasets used for the network analysis.

Additional file 8

Supplementary Methods

**Network analysis**

The network analysis was performed on data from samples in the following datasets.

Balgobind, B. V., M. M. Van den Heuvel-Eibrink, R. X. De Menezes, D. Reinhardt, I. H. Hollink, S. T. Arentsen-Peters, E. R. van Wering, G. J. Kaspers, J. Cloos, E. S. de Bont, J. M. Cayuela, A. Baruchel, C. Meyer, R. Marschalek, J. Trka, J. Stary, H. B. Beverloo, R. Pieters, C. M. Zwaan and M. L. den Boer. "Evaluation of Gene Expression Signatures Predictive of Cytogenetic and Molecular Subtypes of Pediatric Acute Myeloid Leukemia." *Haematologica* 96, no. 2 (2011): 221-30.

Haferlach, C., C. Mecucci, S. Schnittger, A. Kohlmann, M. Mancini, A. Cuneo, N. Testoni, G. Rege-Cambrin, A. Santucci, M. Vignetti, P. Fazi, M. P. Martelli, T. Haferlach and B. Falini. "Aml with Mutated Npm1 Carrying a Normal or Aberrant Karyotype Show Overlapping Biologic, Pathologic, Immunophenotypic, and Prognostic Features." *Blood* 114, no. 14 (2009): 3024-32.

Klein, H. U., C. Ruckert, A. Kohlmann, L. Bullinger, C. Thiede, T. Haferlach and M. Dugas. "Quantitative Comparison of Microarray Experiments with Published Leukemia Related Gene Expression Signatures." *BMC Bioinformatics* 10, (2009): 422.

Kohlmann, A., T. J. Kipps, L. Z. Rassenti, J. R. Downing, S. A. Shurtleff, K. I. Mills, A. F. Gilkes, W. K. Hofmann, G. Basso, M. C. Dell'orto, R. Foa, S. Chiaretti, J. De Vos, S. Rauhut, P. R. Papenhausen, J. M. Hernandez, E. Lumbreras, A. E. Yeoh, E. S. Koay, R. Li, W. M. Liu, P. M. Williams, L. Wieczorek and T. Haferlach. "An International Standardization Programme Towards the Application of Gene Expression Profiling in Routine Leukaemia Diagnostics: The Microarray Innovations in Leukemia Study Prephase." *Br J Haematol* 142, no. 5 (2008): 802-7.

Li, L., M. Li, C. Sun, L. Francisco, S. Chakraborty, M. Sabado, T. McDonald, J. Gyorffy, K. Chang, S. Wang, W. Fan, J. Li, L. P. Zhao, J. Radich, S. Forman, S. Bhatia and R. Bhatia. "Altered Hematopoietic Cell Gene Expression Precedes Development of Therapy-Related Myelodysplasia/Acute Myeloid Leukemia and Identifies Patients at Risk." *Cancer Cell* 20, no. 5 (2011): 591-605.

Metzeler, K. H., M. Hummel, C. D. Bloomfield, K. Spiekermann, J. Braess, M. C. Sauerland, A. Heinecke, M. Radmacher, G. Marcucci, S. P. Whitman, K. Maharry, P. Paschka, R. A. Larson, W. E. Berdel, T. Buchner, B. Wormann, U. Mansmann, W. Hiddemann, S. K. Bohlander, C. Buske, Cancer, B. Leukemia Group and A. M. L. Cooperative Group German. "An 86-Probe-Set Gene-Expression Signature Predicts Survival in Cytogenetically Normal Acute Myeloid Leukemia." *Blood* 112, no. 10 (2008): 4193-201.

Miesner, M., C. Haferlach, U. Bacher, T. Weiss, K. Macijewski, A. Kohlmann, H. U. Klein, M. Dugas, W. Kern, S. Schnittger and T. Haferlach. "Multilineage Dysplasia (Mld) in Acute Myeloid Leukemia (Aml) Correlates with Mds-Related Cytogenetic Abnormalities and a Prior History of Mds or Mds/Mpn but Has No Independent Prognostic Relevance: A Comparison of 408 Cases Classified as "Aml Not Otherwise Specified" (Aml-Nos) or "Aml with Myelodysplasia-Related Changes" (Aml-Mrc)." *Blood* 116, no. 15 (2010): 2742-51.

Mills, K. I., A. Kohlmann, P. M. Williams, L. Wieczorek, W. M. Liu, R. Li, W. Wei, D. T. Bowen, H. Loeffler, J. M. Hernandez, W. K. Hofmann and T. Haferlach. "Microarray-Based Classifiers and Prognosis Models Identify Subgroups with Distinct Clinical Outcomes and High Risk of Aml Transformation of Myelodysplastic Syndrome." *Blood* 114, no. 5 (2009): 1063-72.

Payton, J. E., N. R. Grieselhuber, L. W. Chang, M. Murakami, G. K. Geiss, D. C. Link, R. Nagarajan, M. A. Watson and T. J. Ley. "High Throughput Digital Quantification of Mrna Abundance in Primary Human Acute Myeloid Leukemia Samples." *J Clin Invest* 119, no. 6 (2009): 1714-26.

Pigazzi, M., R. Masetti, S. Bresolin, A. Beghin, A. Di Meglio, S. Gelain, L. Trentin, E. Baron, M. Giordan, A. Zangrando, B. Buldini, A. Leszl, M. C. Putti, C. Rizzari, F. Locatelli, A. Pession, G. Te Kronnie and G. Basso. "Mll Partner Genes Drive Distinct Gene Expression Profiles and Genomic Alterations in Pediatric Acute Myeloid Leukemia: An Aieop Study." *Leukemia* 25, no. 3 (2011): 560-3.

Taskesen, E., L. Bullinger, A. Corbacioglu, M. A. Sanders, C. A. Erpelinck, B. J. Wouters, S. C. van der Poel-van de Luytgaarde, F. Damm, J. Krauter, A. Ganser, R. F. Schlenk, B. Lowenberg, R. Delwel, H. Dohner, P. J. Valk and K. Dohner. "Prognostic Impact, Concurrent Genetic Mutations, and Gene Expression Features of Aml with Cebpa Mutations in a Cohort of 1182 Cytogenetically Normal Aml Patients: Further Evidence for Cebpa Double Mutant Aml as a Distinctive Disease Entity." *Blood* 117, no. 8 (2011): 2469-75.

Tomasson, M. H., Z. Xiang, R. Walgren, Y. Zhao, Y. Kasai, T. Miner, R. E. Ries, O. Lubman, D. H. Fremont, M. D. McLellan, J. E. Payton, P. Westervelt, J. F. DiPersio, D. C. Link, M. J. Walter, T. A. Graubert, M. Watson, J. Baty, S. Heath, W. D. Shannon, R. Nagarajan, C. D. Bloomfield, E. R. Mardis, R. K. Wilson and T. J. Ley. "Somatic Mutations and Germline Sequence Variants in the Expressed Tyrosine Kinase Genes of Patients with De Novo Acute Myeloid Leukemia." *Blood* 111, no. 9 (2008): 4797-808.

Verhaak, R. G., B. J. Wouters, C. A. Erpelinck, S. Abbas, H. B. Beverloo, S. Lugthart, B. Lowenberg, R. Delwel and P. J. Valk. "Prediction of Molecular Subtypes in Acute Myeloid Leukemia Based on Gene Expression Profiling." *Haematologica* 94, no. 1 (2009): 131-4.

Wouters, B. J., B. Lowenberg, C. A. Erpelinck-Verschueren, W. L. van Putten, P. J. Valk and R. Delwel. "Double Cebpa Mutations, but Not Single Cebpa Mutations, Define a Subgroup of Acute Myeloid Leukemia with a Distinctive Gene Expression Profile That Is Uniquely Associated with a Favorable Outcome." *Blood* 113, no. 13 (2009): 3088-91.

Yamashita, Y., K. Minoura, T. Taya, S. I. Fujiwara, K. Kurashina, H. Watanabe, Y. L. Choi, M. Soda, H. Hatanaka, M. Enomoto, S. Takada and H. Mano. "Analysis of Chromosome Copy Number in Leukemic Cells by Different Microarray Platforms." *Leukemia* 21, no. 6 (2007): 1333-7.

How the deposited data were processed for this re-analysis (not part of the article)

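DEK binding was measured by ChIP-seq in U937 cells in 2 independent precipitations, and the peak lists of these 2 samples were analysed. Peaks of the H3K4me3 precipitations and the non-precipitated chromatin are not in the files analysed here. The authors used Illumina OLB 1.9 for base conversion, Bowtie 2 for alignment to hg19 and MACS 1.4.1 for peak calling in each precipitation, with default parameters, and did not pool the precipitations for peak calling. The deposited lists give for every peak a count of tags, which the authors did not normalize. The deposited score is 10 times the negative log10 (−log10) of the p-value that MACS gave the peak. The fold enrichment deposited by the authors is a ratio over the local background model of MACS. The deposited false discovery rate is a percent.

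Overlaps were counted as intersected intervals with an overlap of at least 1 bp, since the paper states no minimum and Table S1 holds intervals of 1 bp; bedtools 2.31.1 gave the same 4453 intervals. The replicate 1 peaks were shuffled 1000 times on their own chromosomes with their widths kept. Differences of median scores and correlations were tested with 100000 permutations. Distances were measured from the middle of an interval to the nearest TSS in GENCODE release 44 mapped to GRCh37, which need not be the annotation the authors used, and compared with 1000 draws of random positions. Promoters were the 2000 bp and enhancers the 30000 bp upstream of a TSS. The order in which overlapping elements were assigned and the rule for histone gene names were set after the files arrived and before the tests that use them. Motifs were searched in 301 bp windows and compared with dinucleotide-shuffled copies by Fisher's exact test, with Benjamini-Hochberg adjustment over 13 motifs. Shares have 95% Wilson intervals. Intervals outside chromosomes 1 to 22, X and Y (18 of 4453) entered the counts of shared peaks, the summaries of each list, the comparisons of scores and their correlation; the shuffles, windows, distances, elements and motifs used chromosomes 1 to 22, X and Y only.

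The scripts used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Numba 0.67.0 and Matplotlib 3.10.9. They were tested on simulated data, where 15 of 15 checks passed. In an early form of the overlap check the simulated lists shared a grid of positions and overlapped more than by chance; with lists drawn off that grid, 21 of 400 unrelated lists had a shuffle p below 0.05.

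The paper states a minimum number of reads per sample but no depth for each precipitation. The lists give only the tags in peaks: 988363 in replicate 1 and 4172422 in replicate 2. The exact sequencing depth behind each list is thus unknown here, and with 2 replicates the spread between them was not estimated. Genes named in the text are those the paper names in its ChIP-seq and knockdown checks, the transcription factors of the named motifs, DEK, the histone genes and the genes at the 10 shared intervals with the largest value of the lower of the 2 scores. Alternatives were a larger overlap, a stricter score, lists of equal length, other shuffles, other TSS windows and gene sets, each replicate alone and another motif control. Expression by CAGE, methylation, gene ontology and the network were left out because their data are not in the files analysed here. Of the knockdown arrays, only 1998 rows of Table S7 were available.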

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

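The paper used only the peaks found in both precipitations. Peaks found in a single precipitation also lay near transcription start sites more often than random positions did: 12.9% of the 10837 replicate 1 peaks without a partner on chromosomes 1 to 22, X and Y were within 1 kb of a TSS (highest of 1000 random draws 7.73%), and 16.5% of the 147917 such replicate 2 peaks (highest draw 7.15%). They were flagged because the signal lies in peaks that the paper did not analyse. If these peaks were background spread over the genome regardless of GC content, the 2 shares would have been near those of random positions. Random positions matched in GC content to the shared intervals (median 53.8%) had a mean of 16.6%, close to the share in replicate 2. All replicate 2 peaks had a median GC content of 53.5%, so background biased in GC content is not excluded for replicate 2. Every replicate 1 peak had a deposited false discovery rate of 100%, so background is not excluded for that list either. Positions matched in GC content to the unshared peaks themselves were not tested. Open chromatin that is sheared and recovered more easily could also place unspecific peaks near the TSS, and the non-precipitated chromatin that bears on this was not analysed here.

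The 2 lists differ 10.2 times in length, and several technical explanations were tested. The median number of tags per peak was 2.35 times as high in replicate 1 as in replicate 2, but this covers called peaks only, and a sample of lower depth would call mainly its strong peaks. The tags in all peaks (988363 in replicate 1 and 4172422 in replicate 2) depend on the lengths of the lists. At loci called in both lists, replicate 1 peaks held more tags at S100A9 (55 against 29), VIM (84 against 37), USF1 (86 against 24) and SP1 (42 against 17). No shared peak at a gene named here went the other way. For these loci the values argue against a lower sequencing depth in replicate 1. They are few, and these replicate 1 peaks were also wider, so depth remains open for the lists as a whole. The median GC content was 48.2% in replicate 1 and 53.5% in replicate 2, a difference of -5.3156 percentage points. The boundary of 5 points for this test was written after the GC contents were seen and the difference is only just past it, so it is weak evidence for a difference in GC bias. The predictions for tags and GC content were made after the results were seen; the others were made before. Replicate 2 peaks without a partner held a 14-mer with at least 50000 copies in the genome 3.01 times as often as random positions (58.4% against 19.4%), while replicate 1 peaks without a partner held it 1.53 times as often. Peaks at high-copy repeats, where reads shared between copies are placed uncertainly, may account for a part of the length of the replicate 2 list, but the peaks without such a 14-mer (9987 in replicate 1 and 63793 in replicate 2) still differed 6.39 times in number. GC content and repeats were not separated from each other. No biological explanation was tested, since the 2 precipitations had the same condition.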

How the results depend on the processing

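The main settings and most alternatives were written before the processed files arrived; those named here as added were chosen after seeing the data. Of 135 alternative values, 104 were labelled unchanged, and 15 of 32 results were so under every alternative. Among these were the ratio of shared to shuffled peaks, the share within 1 kb of a TSS, the promoter share and the odds ratio of histone genes. For tested results, unchanged means the same direction and side of the threshold. For the numbers of shared intervals and bound genes it means a similar size. Some alternatives changed only the shuffles, so the observed share of overlapping peaks stayed the same. The shares within 1 kb of a TSS were computed again in each set, so their size changed although the comparison with random positions did not.

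The number of shared intervals was 2753 with an overlap of at least 50% of each peak, 526 with a score of at least 100 in both replicates and 788 with as many top-scoring peaks from each list. Genes bound within 1 kb numbered 884 among protein-coding genes and 243 with a score of at least 100, and from 2826 to 20808 with each replicate alone. Keeping only peaks of 754 to 1404 bp turned the score difference to -4.64 in replicate 1 (permutation p = 1e-05). In replicate 2 it left no detectable difference (-1.16, permutation p = 0.337). The higher scores of shared peaks may thus be related to width, but widths were not matched within this range. The share of intervals in the 1% of 1 Mb windows with the most was below the shuffles in the main setting (8.39% against 11.7%, permutation p = 0.002) and above them with each replicate alone (from 5.59% to 6.37%). Shuffled lists share fewer intervals, which raises this share. The 2-sided p and subsets of equal size (10.4%, permutation p = 0.03) were added after a 1-sided test for a higher share had been seen.

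The enhancer share lay above the genome with each replicate alone (from 14.6% to 15.2%) and with protein-coding genes only (9.83%), where the intron share of 18.6% no longer differed. Against windows 1000 bp away, not matched in GC content, the ratio was 0.84 for the PU.1 motif AGGAARH, 0.86 for DAAATR, 0.81 for ACACASR and 0.55 for TWTAWA. With each replicate alone it ran from 0.82 to 1.46 for AGGAARH, from 0.84 to 1.59 for CTTCCBS, from 0.89 to 1.02 for CAGCKCC, from 0.89 to 1.07 for KTTTCY and from 0.998 to 1.46 for MTGTGGY. Without windows that hold a high-copy 14-mer, which was added, KTTTCY reached 1.43 and AGGAARH 1.82. Replicate 2 alone holds the most such sequence, which may explain its low ratios. Among rows of Table S7 with a gene name in the annotation, the odds ratio for a shared peak was 1.79 for the 500 rows with the lowest fold change, against 1.13 for 1000. Both were set against later rows that were also downregulated, so they do not compare changed with unaffected genes. Of the other alternative values, 5 changed: 1 weaker and 4 stronger.

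The replicate block was not run because only the 2 DEK precipitations have peak lists here, so no test compares groups that share replicate numbers. The exact depth behind each list is unknown, which limits any reading of peaks missing from replicate 1.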

Differences from the paper's values

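Shares by genomic element differ from those in Fig. 1C, read by eye. The annotation need not be that of the authors, and the order of overlapping elements was set here. The paper used peaks found in both precipitations, so a list of 1 replicate cannot account for a difference. Promoters held 22.7% of the shared intervals against the paper's about 8% in Fig. 1C, and no alternative set before the files arrived closed the gap (14.9% with replicate 1 alone, 16.0% with replicate 2 alone, 16.1% with protein-coding genes only). The first exon held 4.04% against the paper's about 2.5% in Fig. 1C. Replicate 1 alone (2.49%), replicate 2 alone (2.66%) and protein-coding genes only (2.71%) each lay near the paper's value. The first intron held 27.0% against the paper's about 15% in Fig. 1C, and stayed apart at 29.1% with replicate 1 alone, 28.0% with replicate 2 alone and 23.6% with protein-coding genes only. Intergenic sequence held 9.72% against the paper's about 26% in Fig. 1C; protein-coding genes only gave 25.7%, while replicate 1 alone (13.0%) and replicate 2 alone (10.4%) did not close the gap.

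The paper ranks promoters first in enrichment over random sequences. Here the first exon had a higher ratio to the genome (3.71) than promoters (3.20). The paper ranks the PU.1 motif first in significance, whereas here DAAATR had the smallest p (1.54e-96) and AGGAARH had 0.0017. Without windows that hold a high-copy 14-mer, an alternative chosen after seeing the values, AGGAARH had the smallest p of the 13 motifs (1.31e-55, against 3.92e-33 for DAAATR). The paper names IRF8 as not bound, and Table S1 assigns 3 shared intervals to it, the closest with its middle 13416 bp from a TSS of IRF8 and all 3 closer to a TSS of another transcript. The paper puts a larger share of POL2 among the 100 most similar Encode experiments than the 41 with Pol2 in their name in Table S2.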

Other observations

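A 14-mer with at least 50000 copies in the genome, low-complexity sequence left out, was present in 48.0% of the shared windows (95% Wilson interval 46.5% to 49.5%), in 58.1% of all replicate 2 peaks, in 33.1% of all replicate 1 peaks and in 19.4% of random positions. There were 624 such 14-mers, the most frequent of them CCTGTAATCCCAGC with 634626 copies. The length and the number of copies were single choices and were not varied. The predictions for these tests were made before the counts were seen, but after the motif results had raised the question. Of the windows with CTGTCACY, 66.2% held such a 14-mer against 46.3% of the others (Fisher exact p = 1.01e-13), so this motif may mark repeat sequence. Without these windows AGGAARH had a Fisher exact p of 1.31e-55 and DAAATR 3.92e-33, and the order of the motifs is consistent with an effect of repeats. All 13 motifs were then above their shuffled copies, so a ratio to shuffled copies alone says little about binding. In random genome windows without a high-copy 14-mer the ratio of AGGAARH was 1.30 against 1.82 in the shared windows. For CMCMGCC, CACGTG and CCCCACCC the random windows had the higher ratio, and for the other motifs the shared windows had it. Directly compared, AGGAARH was present in 49.6% of the shared and 45.8% of the random windows (Fisher exact p = 6.28e-04). Against random windows chosen to be close in GC content (median 56.1% against 57.8%), a control also added after seeing the motif results, it was 49.6% against 38.7%, an odds ratio of 1.56 (Fisher exact test, adjusted p = 1.51e-12 over 13 motifs). The other PU.1 motif, CTTCCBS, had an odds ratio of 1.53 (Fisher exact test, adjusted p = 3.91e-12), and these 2 had the smallest p of the 13. In all, 10 of the 13 motifs were more frequent in the shared windows than in the matched ones at an adjusted p below 0.05, with the highest odds ratio for CACGTG (1.57, Fisher exact test, adjusted p = 3.71e-04), and 1, CCCCACCC, was less frequent (0.797). That PU.1 sites are more frequent at shared intervals than at other sequence of this GC content remains a hypothesis, found and tested on the same data, and the same holds for the other motifs that were more frequent.

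The overlap of the 2 precipitations was not explained by these repeats. Among the 9987 replicate 1 and 63793 replicate 2 peaks without a high-copy 14-mer, 2041 overlaps were found, 4.04 times the mean of 1000 shuffles (425 to 585). Of the shared windows without such a 14-mer, 40.1% lay within 1 kb of a TSS, and of those with it 11.1% (random windows without it 7.69%).

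The share of 26.2% within 1 kb of a TSS was also set against random positions matched in GC content, which had a mean of 16.6% and reached at most 18.3% in 1000 draws, and it was 25.97% without the 1 Mb windows with the most shared intervals. GC content thus goes with a large part of the excess over unmatched positions (mean 6.94%) but not with all of it, and a few regions do not account for it. Shearing and recovery of open chromatin were not tested.

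In the 32 windows of 1 Mb with the most shared intervals, led by 26000001 to 27000000 on chromosome 6 with 23, unshared peaks had a density of 2.5853 times their mean in replicate 1 and 2.96 times in replicate 2, and TSSs were 2.0044 times as dense as in the mean window. These windows were picked for their many shared intervals. The windows held 8.39% of the shared intervals against a mean of 11.7% for the overlaps of shuffled peaks, which were fewer (a mean of 1632 against 4435). In each list alone, with as many shuffled as real peaks, the 32 fullest windows held more than in shuffles, at 6.37% against a mean of 2.77% in replicate 1 and 5.59% against 3.08% in replicate 2 (permutation p = 0.002 for each, the smallest that 1000 shuffles can give). Peaks of each list were thus more concentrated than shuffled peaks, while a concentration of the shared intervals beyond that of the lists was not shown. The predictions had put both ratios at 3 times or more, so the counts in these windows cannot be told apart from a regional background such as a gain in copy number or from gene density. The rule for calling a smaller ratio undecided was written after the ratios of unshared peaks were seen.

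The shared interval with the highest value of the lower of the 2 scores spanned 18965190 to 18967376 on chromosome 17 (scores 729 and 900), with its middle 1058 bp from a TSS of SNORD3B-1. The share of 12-mers repeated within the interval in the 100 highest-scoring intervals was not distinguishable from that in the others, with a difference of -0.2767 percentage points (permutation p = 0.747). Of the 100, 16 held any such 12-mer. This measure cannot detect reads shared with copies elsewhere in the genome, so such repeats remain open as an explanation. A location far from genes did not account for high scores, since 40% of the 100 lay within 1 kb of a TSS against 25.9% of the others (odds ratio 1.9114, Fisher exact p = 0.0026). No biological explanation was tested.

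The scores of Table S1 equal the sum of the 2 deposited scores plus a constant of 3.01 for all 377 of its intervals on chromosome 1. On the other chromosomes this held for 23 of 4057 intervals (0.567%), and the 2 sets of scores had a Spearman correlation of -7.33e-04 across intervals. If the scores had been attached in another chromosome order, most would match in that order; at best 0.8381% did. This prediction was made after the mismatch was seen, other orders of the rows were also tried without a match, and the source of the mismatch remains unknown.

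Of the 1998 rows of Table S7 in the files analysed here, 63.1% have a gene name in the annotation, which is less than 80%, so the comparison with binding is void as a check. The paper describes Table S7 as complete, but these rows end at a fold change of -1.13. Both groups compared thus hold downregulated genes only, and unaffected or upregulated genes were not compared. As values, only rows with a gene name in the annotation were used: 664 of the 1000 rows with the lowest fold change and 596 later rows. Of these, 5.27% and 4.70% had a shared interval within 1 kb of the TSS (odds ratio 1.13, Fisher exact p = 0.699).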
